# Biphasic regulation of chondrocytes by Rela through induction of anti-apoptotic and catabolic target genes

**DOI:** 10.1038/ncomms13336

**Published:** 2016-11-10

**Authors:** Hiroshi Kobayashi, Song Ho Chang, Daisuke Mori, Shozo Itoh, Makoto Hirata, Yoko Hosaka, Yuki Taniguchi, Keita Okada, Yoshifumi Mori, Fumiko Yano, Ung-il Chung, Haruhiko Akiyama, Hiroshi Kawaguchi, Sakae Tanaka, Taku Saito

## Abstract

*In vitro* studies have shown that Rela/p65, a key subunit mediating NF-κB signalling, is involved in chondrogenic differentiation, cell survival and catabolic enzyme production. Here, we analyse *in vivo* functions of Rela in embryonic limbs and adult articular cartilage, and find that Rela protects chondrocytes from apoptosis through induction of anti-apoptotic genes including *Pik3r1*. During skeletal development, homozygous knockout of *Rela* leads to impaired growth through enhanced chondrocyte apoptosis, whereas heterozygous knockout of *Rela* does not alter growth. In articular cartilage, homozygous knockout of *Rela* at 7 weeks leads to marked acceleration of osteoarthritis through enhanced chondrocyte apoptosis, whereas heterozygous knockout of *Rela* results in suppression of osteoarthritis development through inhibition of catabolic gene expression. Haploinsufficiency or a low dose of an IKK inhibitor suppresses catabolic gene expression, but does not alter anti-apoptotic gene expression. The biphasic regulation of chondrocytes by Rela contributes to understanding the pathophysiology of osteoarthritis.

## Abstract (web summary)

Rela is a transcription factor shown to have seemingly contradictory roles in anabolism and catabolism of cartilage. Here the authors find that Rela prevents chondrocyte apoptosis and that homozygous knockout causes accelerated osteoarthritis in adults, whereas heterozygous knockout suppresses osteoarthritis by maintaining wild-type effects on apoptosis but inhibiting catabolic gene expression.

Chondrocyte differentiation is an essential process for endochondral ossification^1^. During skeletal development, mesenchymal progenitor cells are recruited into condensations and differentiate into chondrocytes that produce cartilage-specific matrix proteins such as type II collagen (Col2a1) and aggrecan (Acan). This process is regulated by the sex-determining region Y-type high-mobility group box protein (Sox9). The cartilage enlarges through chondrocyte proliferation and matrix production. Later, chondrocytes cease proliferation and undergo hypertrophic differentiation characterized by secretion of type X collagen (Col10a1). Finally, hypertrophic chondrocytes undergo apoptotic cell death, and the cartilage matrix is degraded for the proceeding bone formation^1^.

In adulthood, chondrocytes maintain articular cartilage homeostasis, and its disruption results in osteoarthritis (OA), the most prevalent joint disorder with articular cartilage degradation^2^,^3^. A disintegrin-like and metallopeptidase with thrombospondin type 1 motif 5 (Adamts5), a representative protease of Acan, has been shown to be involved in OA development using a mouse OA model^4^,^5^. Previously, we showed that hypoxia-inducible factor 2 alpha (HIF2a) tightly regulates cartilage degradation through transcriptional induction of various catabolic genes^6^,^7^. Expression of HIF2a in articular cartilage increases during the early and middle stages of OA, and we further identified nuclear factor kappa B (NF-κB) signalling as a direct transcriptional inducer of HIF2a in OA development^6^.

The NF-κB family of transcription factors has essential roles in a wide range of biological processes such as immune responses, inflammation, proliferation, differentiation, cell survival and apoptosis^8^,^9^,^10^. This family includes v-rel reticuloendotheliosis viral oncogene homologue A (Rela, also known as p65), Relb, Rel, p105/p50 and p100/p52, each of which includes a Rel homology domain that mediates DNA binding and dimerization. These proteins usually act as transcription factors after heterodimerization. Inhibitors of NF-κB (IκB) proteins, which have several members, including as IκBα, IκBβ, IκBγ, IκBɛ, IκBζ and Bcl-3, bind to some NF-κB family members in the cytoplasm^11^. Upon activation of IκB kinases (IKKs) in response to several signals, IκB proteins are phosphorylated and degraded. Different IKK complexes function together to mediate canonical and non-canonical NF-κB signalling, mainly via IKKβ and IKKα, respectively. The degradation of IκB proteins enables free NF-κB complexes to translocate from the cytoplasm into the nucleus, leading to target gene transactivation^12^,^13^. NF-κB family genes are expressed in chick limb cartilage, and blockade of NF-κB signalling or deletion of IKKα causes limb outgrowth impairment^14^,^15^,^16^. In addition, Rela supports chondrocyte survival by activating Nkx3.2 (ref. 17). We previously reported that Rela is a potent transcription factor of Sox9 (ref. 18), which is involved in the regulation of chondrocyte differentiation during skeletal development via glycogen synthase kinase-3α and glycogen synthase kinase-3β (ref. 19). Furthermore, we revealed that Adamts5 is a direct transcriptional target of Rela in chondrocytes^20^. Hence, Rela may be extensively involved in anabolic and catabolic processes of cartilage during skeletal growth, articular cartilage homeostasis and OA development.

Here, we examined the *in vivo* roles of Rela in embryonic limb cartilage and adult articular cartilage using various tissue-specific knockout mice. During skeletal development, homozygous knockout of *Rela* resulted in impaired growth through enhanced chondrocyte apoptosis, whereas heterozygous knockout of *Rela* did not alter growth. In articular cartilage, homozygous knockout of *Rela* led to marked acceleration of OA through enhanced chondrocyte apoptosis, whereas heterozygous knockout of *Rela* resulted in suppression of OA development through inhibition of catabolic gene expression. Our findings provide new insights into the regulation of articular cartilage homeostasis and OA development.

## Results

### Expression of Rela and IκB in growth plate chondrocytes

We first examined the expression and localization of Rela and IκB proteins in the epiphyseal cartilage of mouse embryos by immunofluorescence. Rela protein was localized in both the cytoplasm and nucleus throughout the growth plate, indicating no obvious subcellular translocation of Rela protein (Fig. 1a,b). IκB protein was also detected in periarticular and hypertrophic chondrocytes, while phosphorylated IkB was weakly detected in periarticular chondrocytes and decreased in hypertrophic chondrocytes (Fig. 1c,d). These data indicate that the canonical NF-κB pathway is not highly activated during chondrocyte differentiation.

### Role of Rela in chondrocytes during skeletal development

To examine the physiological role of Rela in skeletal development, we deleted Rela in undifferentiated limb mesenchyme, whole chondrocytes or hypertrophic chondrocytes by mating a paired-related homeobox gene 1 (*Prrx1*) promoter-driven Cre-transgenic mouse (*Prrx1-Cre*)^21^, *Col2a1* promoter-driven Cre-transgenic mouse (*Col2a1-Cre*)^22^ or *Col10a1-Cre* knock-in mouse (*Col10a1-Cre*)^23^ with a mouse homozygous for a floxed Rela allele (*Rela*^*fl/fl*^)^24^ (Supplementary Fig. 1a). Recombination of the floxed allele in *Prrx1-Cre; Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ chondrocytes was confirmed by PCR (Supplementary Figs 1b and 2a). Tissue-specific deletion of *Rela* was confirmed by PCR with reverse transcription (RT-PCR) using cDNA samples of various tissues obtained from *Prrx1-Cre; Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ mice (Supplementary Figs 1c and 2b). *Prrx1-Cre; Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ mice exhibited significantly shorter limbs than their respective control (*Rela*^*fl/fl*^) littermates during the perinatal period (Fig. 2a–g). Axial length, vertebral length and body weight were decreased in *Col2a1-Cre; Rela*^*fl/fl*^ mice but unaffected in *Prrx1-Cre; Rela*^*fl/fl*^ mice, probably because *Prrx1* is not expressed in vertebra^21^ (Fig. 2c,g). Despite the growth impairment, the proportion of each zone was not obviously altered between these knockout mice and their control littermates (Fig. 2d,h). *Col10a1-Cre*; *Rela*^*fl/fl*^ mice exhibited normal skeletal growth, although Rela expression was efficiently decreased in the hypertrophic zone (Supplementary Fig. 3a–d), indicating that Rela is not essential for the hypertrophic differentiation of chondrocytes.

### Enhancement of chondrocyte apoptosis by Rela deficiency

We next examined the mechanism underlying the impaired skeletal growth of tissue-specific Rela knockout mice. Although Rela was efficiently knockdown in cartilage, matrix production was unchanged by Rela knockout (Fig. 3a). Cell proliferation determined by BrdU uptake and a cell counting assay, and hypertrophic differentiation determined by immunostaining of Col10a1 were also unaffected in Rela conditional knockout mice (Fig. 3a–c). The messenger RNA (mRNA) levels of cell cycle markers, including *Cdkn1c* (also known as *p57)* and *Ccnd1* (also known as *Cyclin D1*), were also unchanged, as well as those of chondrocyte markers (Fig. 3e). However, TUNEL staining revealed significant enhancement of chondrocyte apoptosis in the proliferative and pre-hypertrophic zones of *Col2a1-Cre*; *Rela*^*fl/fl*^limb cartilage (Fig. 3f,g). Furthermore, the number of cells in the proliferative zone was decreased in *Col2a1-Cre*; *Rela*^*fl/fl*^ mice (Fig. 3h,i). These data indicate that the decreased number of chondrocytes in Rela-deficient limb cartilage caused by ectopic apoptosis may contribute to the impaired skeletal growth.

### Regulation of OA development by Rela

We next investigated the contribution of Rela to articular cartilage homeostasis and OA development. We first examined the expression of Rela and IκB proteins in articular cartilage of mouse knee joints. Unlike in the epiphyseal cartilage of mouse embryos, Rela was translocated from the cytoplasm into the nucleus with cartilage degeneration caused by surgical induction of joint instability^25^ (Fig. 4a). Phosphorylated IkB was strongly detected in the degenerated cartilage (Fig. 4a).

To reveal the role of Rela in articular cartilage, we performed *in vivo* loss-of-function analyses. Because *Col2a1-Cre; Rela*^*fl/fl*^ mice exhibited dwarfism, we used transgenic mice in which Cre recombinase was fused to a mutated ligand-binding domain of the human oestrogen receptor driven by the *Col2a1* promoter (*Col2a1-Cre*^*ERT*^) to knockout *Rela* in adult articular cartilage after skeletal growth, so that the fusion protein was translocated into nuclei causing gene targeting by administration of the oestrogen antagonist tamoxifen^26^. We generated tamoxifen-inducible chondrocyte-specific homozygous knockout mice of Rela by mating *Col2a1-Cre*^*ERT*^ mice with *Rela*^*fl/fl*^ mice (*Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^). Because *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^ mice developed and grew normally (Supplementary Fig. 4), we injected tamoxifen into 7-week-old *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^ mice and *Rela*^*fl/fl*^ littermates daily for 5 days, and established the surgical OA model at 2 days after the last injection^27^. Eight weeks after surgical OA induction, the cartilage degradation was significantly enhanced with increased chondrocyte apoptosis in *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^ knee joints compared with *Rela*^*fl/fl*^ joints (Fig. 4b–d). When we further analysed OA development in 12-month-old *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^ mice, OA development was markedly accelerated and chondrocyte apoptosis was enhanced in these mice (Fig. 4b–d). Interestingly, the expression of Hif2a and Adamts5 was suppressed in *Col2a1-CreERT; Rela*^*fl/fl*^ knee joints of both models (Fig. 4b). These findings indicate that Rela is a critical regulator of articular cartilage homeostasis, and its deficiency results in enhanced cartilage degradation caused by increased chondrocyte apoptosis, despite suppression of Adamts5.

### Identification of anti-apoptotic target genes of Rela

To determine how Rela deficiency resulted in enhanced apoptosis, we first treated primary cultures of articular chondrocytes with tumour necrosis factor (TNF), an inducer of chondrocyte apoptosis^28^,^29^,^30^. To identify target genes mediating the anti-apoptotic effect of Rela, we isolated primary chondrocytes from *Prrx1-Cre*; *Rela*^*fl/fl*^ and *Rela*^*fl/fl*^ mice, treated them with or without 10 ng ml^−1^ TNF, and compared gene expression profiles by microarray analyses. 

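Labelled RNA from the primary chondrocytes was hybridised to 4 arrays, 1 for each combination of genotype and treatment, so no value has a replicate, and no test between conditions was run. Without replicate arrays, differences are given below as measured on these arrays, and the number of arrays limits their precision. Each array carried 1 dye and 59305 spots that read transcripts. All 4 arrays lay on 1 slide and were read in 1 scan, so neither separates the groups. The authors deposited the intensity of each spot, with background subtracted and trends across the array removed by the scanner's software. From there, the log2 intensity of each spot was lowered by the 75th percentile of its own array, and a signal of 1 below is therefore the 75th percentile. These percentiles were 611 and 615 intensity units for Rela fl/fl cells without and with TNF, and 633 and 589 for the arrays labelled cKO (Prrx1-Cre; Rela fl/fl). Of 55619 probes kept, 50.9% and 54.4% were well above background on the Rela fl/fl arrays without and with TNF. On the arrays labelled cKO, the shares were 57.3% and 58.1%. A probe that was not well above background was raised to the lowest signal that was, and a difference against it is a lower bound. The array files give accessions and no gene symbols. Of 55681 probes, 27235 were matched to a mouse gene symbol of the RefSeq annotation of GRCm38.p6, and the others kept the name in the files. For genes with several probes, the probe with the highest mean over the 4 arrays was used. The targeted gene Rela, read by 1 probe, had a signal of 28.4 in Rela fl/fl cells without TNF and 34.9 with TNF. On the arrays labelled cKO its signal was 34.0 without TNF and 40.2 with TNF, which is higher by 0.26 and 0.21 on the log2 scale. The array signal of Rela therefore does not show the deletion, and these arrays are called the arrays labelled cKO throughout. Some spots were bright on a single array and lay in groups. On the Rela fl/fl array with TNF, 816 spots were at least 2-fold brighter than on each of the other 3 arrays, and 83.9% of them had 3 or more other such spots within a window of 11 rows and 5 columns. When the bright spots were shuffled over the array 100 times, at most 52 of them had so many bright neighbours, against 685 observed. Spots with 3 or more bright neighbours are called patches below. They held 10.7%, 7.18%, 9.42% and 1.04% of the spots on the arrays of Rela fl/fl cells without TNF, Rela fl/fl cells with TNF, and the arrays labelled cKO without and with TNF.

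**Figure D1:**
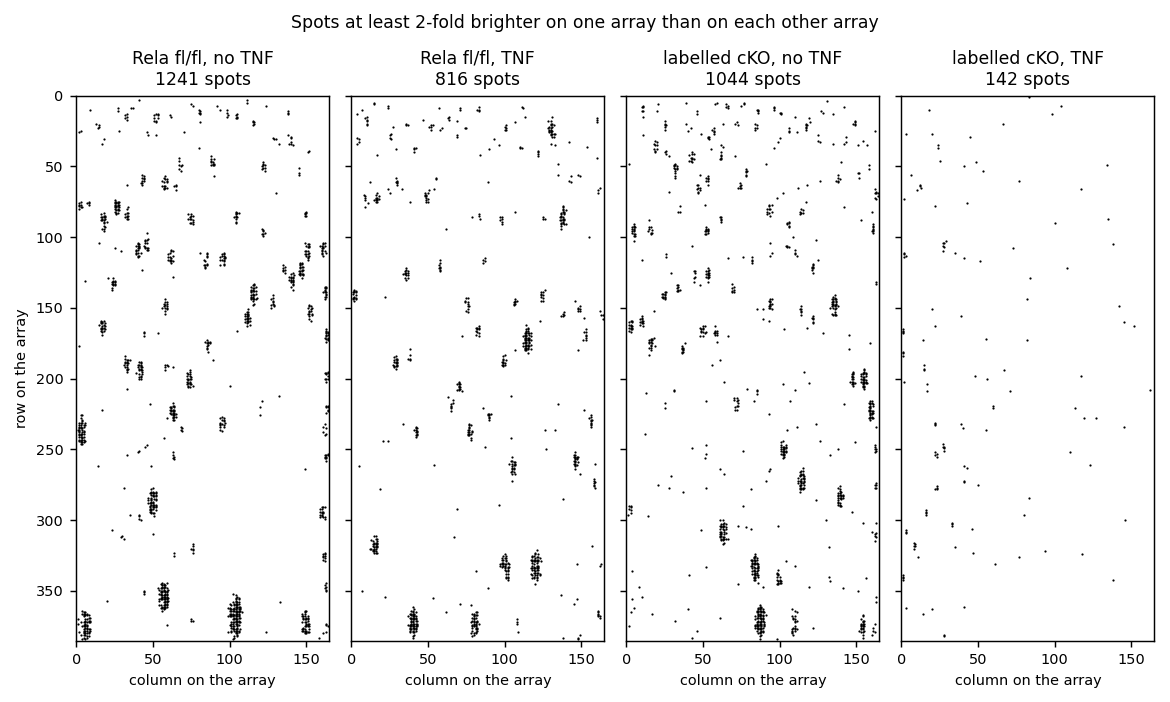
Position, as row and column on the array, of each spot that was at least 2-fold brighter on 1 array than on each of the other 3, for the 4 arrays. The 1241, 816 and 1044 spots on the first 3 panels lie mostly in small groups, whereas the array labelled cKO with TNF has 142.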

Among 2,581 genes upregulated by TNF, 1,551 genes were downregulated by Rela ablation (Fig. 5a). 

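With a limit of a log2 difference of 1 (2-fold), 560 genes were higher with TNF in Rela fl/fl cells and 999 were lower, among 23408 genes well above background on at least 1 of the 2 arrays. Between the arrays with TNF, 787 genes were lower on the array labelled cKO and 285 were higher, although Rela itself was not lower there, and this order of the counts depended on the processing. The overlap held 493 genes, or 88.0% of the genes higher with TNF, and 213 of them have a gene symbol. In the opposite direction, 26 genes were lower with TNF and higher on the array labelled cKO. Both comparisons use the Rela fl/fl array with TNF, so a chance high value there enters both. In 100 simulations of unchanged genes with only the technical spread within an array, the overlap was 0 genes each time. The limit of 1 lies far beyond that spread, so the 0 follows from the limit and leaves chance differences between cultures open. Across genes, the correlation of the 2 comparisons was -0.62, and -0.40 with patches left out, against a mean of -0.50 in the simulations. The simulated value follows from its setting, unchanged genes with only technical spread and a shared array. The arrays also differ in culture and labelled genotype, which the simulations leave out and which can move the correlation. Whether the observed values are stronger or weaker than the shared array alone would give therefore cannot be decided. Genes are not independent replicates. Among the overlap genes, 243 were well above background on the Rela fl/fl array with TNF and on no other array. The lowest log2 signal well above background was -4.245 on the Rela fl/fl array without TNF and -5.228 on the array labelled cKO with TNF. A gene raised to both values that passed the limit with TNF therefore passed it on the array labelled cKO too. Its place in the overlap follows from this rule, which also makes its fall larger than its rise. Of the 491 overlap genes read by a single spot, 83.5% had that spot in a patch of that array, compared with 7.25% of all such genes. Leaving out the patches, an alternative chosen after the data had been seen, gave 99 genes higher with TNF, 181 lower and 198 higher on the array labelled cKO with TNF, and an overlap of 63. Of these 63, 24 were well above background on the Rela fl/fl array with TNF only, a pattern that spots missed by the rule would share. Over the 6 patch rules looked at, the overlap ranged from 40 to 131 genes. Of the alternatives set in advance, a linear ratio of 1 moved the overlap most, to 6026 genes. In Fig. 5a, the paper takes the genes in both sets as candidates for the anti-apoptotic effect of Rela.

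**Figure D2:**
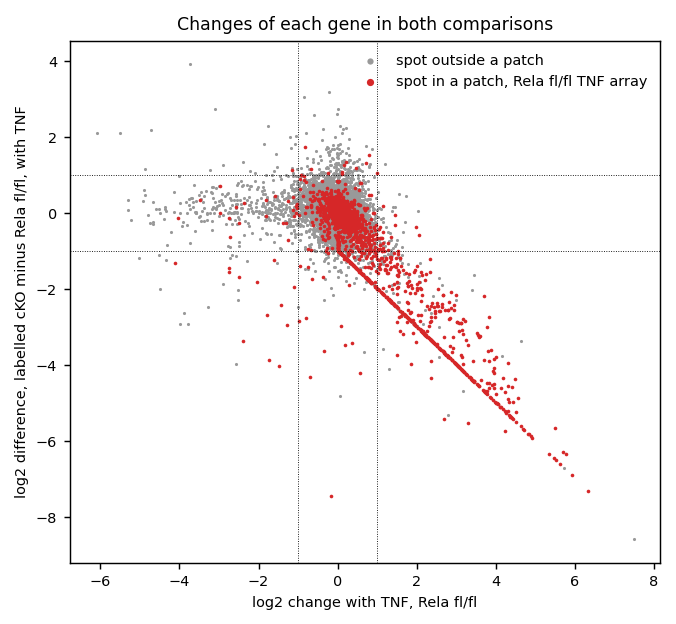
Log2 change with TNF in Rela fl/fl cells (horizontal axis) and log2 difference between the array labelled cKO and the Rela fl/fl array, both with TNF (vertical axis), for each gene read by 1 spot. Red points are genes whose spot lies in a patch of the Rela fl/fl array with TNF, dotted lines mark the limits of 1 and -1, and the points at the lower right are mostly red.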

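Traf2, Birc2, Birc3, Pik3r1, Ppp3cc, Map3k14, Ikbkg, Cflar and Pik3ca, the 9 genes listed in Fig. 5a, were read by 14 probes, all of them well above background on the 4 arrays. None of these probes passed the log2 limit of 1 in either comparison. The technical spread of a difference between 2 arrays, from probes spotted 10 times on each array, was 0.14 on the log2 scale. It leaves out the spread between cultures. Pik3r1 had a signal of 1.26 in Rela fl/fl cells and 1.36 with TNF, a log2 change of 0.11, which is within that spread. On the arrays labelled cKO its signal was 0.969 without TNF and 0.756 with TNF. With TNF it was therefore lower on the array labelled cKO by a log2 difference of -0.85, the largest fall among the 9 genes. Traf2 rose by 0.33 with TNF in Rela fl/fl cells and by 0.32 on the arrays labelled cKO, and the difference between the arrays with TNF was -0.16. Its other probe gave 0.79 and -0.32 for the TNF change in Rela fl/fl cells and the difference with TNF. For Birc2 these values were 0.16 and -0.33. Birc3 rose by 0.31 with TNF and differed by 0.03 between the arrays with TNF, a difference whose sign depended on the scaling. Map3k14 rose by 0.46 and was higher on the array labelled cKO by 0.49, whereas its other probe gave -0.03 for that difference. The 3 probes of Cflar gave TNF changes of 0.20, 0.21 and 0.56 and differences of -0.07, -0.35 and -0.45. Ppp3cc, Ikbkg and Pik3ca changed with TNF by -0.01, -0.06 and 0.09, and their differences with TNF were 0.18, 0.26 and -0.12. The other probe of Ikbkg rose by 0.30 with TNF, with a difference of 0.00. With 1 probe per gene, 5 of the 9 genes were above 0 with TNF and below 0 on the array labelled cKO, and 0 were past 2 technical spreads in both directions. The other probe of Traf2 and 1 other probe of Cflar were dim. In Rela fl/fl cells without and with TNF, their signals were 0.0695 and 0.120 for Traf2 and 0.130 and 0.191 for Cflar. The spread was not measured for dim probes apart, so it may be too small for these. Both probes were past 2 spreads in both comparisons, up with TNF and down on the array labelled cKO. As Rela was not lower on the arrays labelled cKO, these directions follow the labels.

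**Figure D3:**
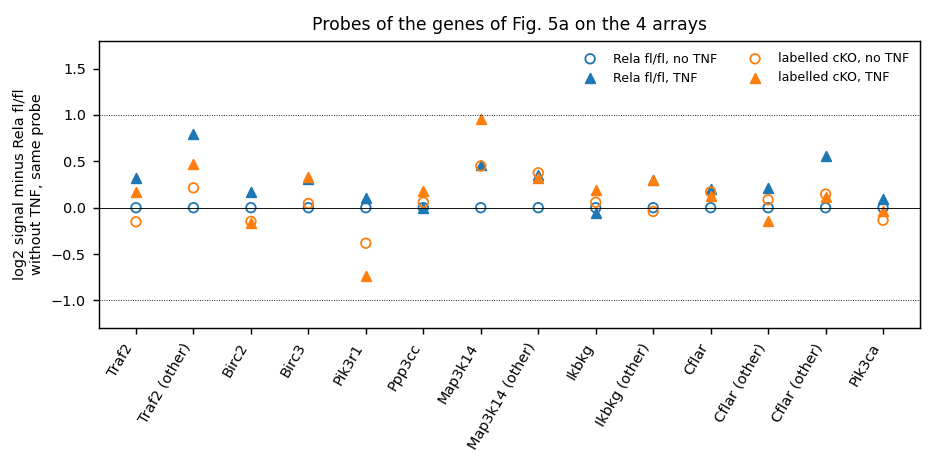
Log2 signal of each of the 14 probes of the 9 genes on the 4 arrays, minus that of the same probe in Rela fl/fl cells without TNF (vertical axis). Circles are arrays without TNF and triangles with TNF, blue for Rela fl/fl and orange for the arrays labelled cKO, and all points lie between the dotted lines at 1 and -1.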

Pathway analyses further identified 70 genes related to apoptosis, of which nine have anti-apoptotic effects according to previous studies (Fig. 5a). Among the nine genes, real-time RT-PCR confirmed that the expression of *Traf2*, *Birc2(c-Iap1)*, *Birc3(c-Iap2)* and *Pik3r1* was increased by TNF treatment and decreased by Rela deletion (Fig. 5b). Immunofluorescence confirmed that these four proteins were expressed in mouse articular cartilage and suppressed by Rela deletion (Fig. 5c).

Traf2 is a member of the TNF receptor associated factor (TRAF) family. Traf1 and Traf2 interact with the inhibitor-of-apoptosis protein (IAP) family that includes Birc2 and Birc3, and exert anti-apoptotic effects^31^. *Traf2*, *Birc2* and *Birc3* are induced by NF-κB signalling and mediate resistance against TNF-induced apoptosis^31^. Pik3r1 encodes a p85α regulatory protein that is a subunit of phosphatidylinositol 3-kinase (PI3K). It is required for the stabilization and localization of p110–PI3K activity to activate Akt (ref. 32). The PI3K/Akt pathway plays a wide range of roles such as proliferative and anti-apoptotic signalling, and insulin responses^33^. However, transcriptional regulation of *Pik3r1* by NF-κB signalling or Rela has been unknown. Because Pik3r1 was significantly downregulated by Rela deletion, we examined activation of Akt by TNF in Rela knockout chondrocytes. TNF treatment enhanced phosphorylation of Akt at Thr427 in *Rela*^*fl/fl*^ chondrocytes, but not *Prrx1-Cre*; *Rela*^*fl/fl*^ chondrocytes, in a dose-dependent manner (Fig. 5d).

### Transcriptional induction of *Pik3r1* by Rela

To examine the mechanism of Pik3r1 induction by NF-κB signalling, we initially performed exhaustive comparisons of sequences of ∼4 kb in the 5′-end flanking regions of mouse and human genes, and found that 1.6 kb upstream from the transcription start site was conserved by ∼90%. There were two NF-κB motifs in the 1.6 kb region of the human *PIK3R1* proximal promoter, N-1 (the distal motif, −546 to −539 bp) and N-2 (the proximal motif, −227 to −219 bp; Fig. 6a). In the mouse chondrocyte cell line ATDC5, RELA overexpression activated *PIK3R1* promoter activity in a dose-dependent manner of the expression vector (Fig. 6b). A series of 5′-deletions of the fragment identified decreases in the transcriptional activity between –771 and –481 bp, and between –270 and –97 bp, containing N-1 and N-2, respectively (Fig. 6c). Hence, we next compared luciferase activities by mutagenesis, and found that the activity was significantly decreased by mutation of either motif (Fig. 6d). Chromatin immunoprecipitation (ChIP) assays further showed *in vivo* binding of RELA protein to the region including N-2 in lysates of the human chondrocyte cell line OUMS-27 stimulated by TNF, but it was not detected in the region including N-1, indicating that N-2 is a functional motif for Rela binding (Fig. 6e).

### Suppression of OA development by haploinsufficiency of Rela

We previously showed that activation of NF-κB signalling induces Hif2a in OA development^6^, and that Rela is a transcriptional activator of ADAMTS5 in chondrocytes by *in vitro* analyses^20^. In the present study, homozygous knockout of Rela in articular chondrocytes suppressed Adamts5 expression. However, it also enhanced chondrocyte apoptosis by insufficient induction of anti-apoptotic factors, resulting in markedly accelerated OA development (Fig. 4b,c). Taken together, we hypothesized that Rela may regulate articular cartilage homeostasis in a biphasic manner. We next analysed OA development in chondrocyte-specific heterozygous knockout mice of Rela. We first confirmed that *Col2a1-Cre;Rela*^*fl/+*^ mice grew normally (Supplementary Fig. 5a–c), indicating that haploinsufficiency of Rela does not affect skeletal development. Next, we examined OA development in *Col2a1-Cre*^*ERT*^*; Rela*^*fl/+*^ mice. Notably, the cartilage degradation was significantly suppressed in *Col2a1-Cre*^*ERT*^*; Rela*^*fl/+*^ mice compared with control *Rela*^*fl/+*^ mice (Fig. 7a,b). Expression of Adamts5 and Hif2a was suppressed in *Col2a1-Cre*^*ERT*^*; Rela*^*fl/+*^ cartilage, while chondrocyte apoptosis determined by TUNEL staining was unaltered (Fig. 7a,c). In *ex vivo* cultures of femoral head cartilage from *Rela*^fl/+^ mice, the release of proteoglycans into the medium and the expression of *Adamts5* stimulated by interleukin-1β treatment was significantly decreased in *Prrx1*-Cre; *Rela*^fl/+^ cartilage compared with *Rela*^fl/+^ cartilage (Fig. 7c). In heterozygous knockout chondrocytes, expression of the anti-apoptotic genes was decreased significantly, although the extent of the decrease in *Birc3* and *Pik3r1* expression was lower than that induced by homozygous knockout (Figs 5b and 7e).

To compare the transcriptional induction of target genes in homozygous and heterozygous knockout chondrocytes under the same conditions, we prepared primary chondrocytes from *Rela*^*fl/fl*^ and *Rela*^fl/+^ littermate neonates, and deleted *Rela* by adenoviral introduction of Cre recombinase (Fig. 8a). In Cre-overexpressing *Rela*^*fl/fl*^ and *Rela*^fl/+^ chondrocytes, the mRNA levels of *Traf2*, *Birc2*, *Birc3*, *Pik3r1*, *Adamts5* and *Hif2a* were decreased, and their mRNA levels in Cre-overexpressing *Rela*^fl/+^ chondrocytes were significantly higher than those in Cre-overexpressing *Rela*^*fl/fl*^ chondrocytes (Figs 5b, 7e and 8a). Next, we inhibited IKK using BMS-345541 instead of genetic deletion of *Rela* (Fig. 8b). Notably, *Hif2a* expression was markedly decreased by 2.5 and 5 μM BMS-345541 treatment with or without TNF stimulation, while the anti-apoptotic genes were not significantly downregulated by 2.5 μM BMS-345541 treatment (Fig. 8b). Finally, we overexpressed Rela by an adenovirus in *Rela* knockout chondrocytes treated with 10 ng ml^−1^ TNF (Fig. 8c). Although the mRNA levels of all target genes were restored by exogenous Rela overexpression in a dose-dependent manner, *Traf2*, *Birc2* and *Birc3* were restored by the Rela adenovirus at 20 multiplicity of infection, whereas the restoration of *Pik3r1*, *Adamts5* and *Hif2a* required an multiplicity of infection of 100 (Fig. 8c).

## Discussion

The present study showed that Rela protects chondrocytes from apoptosis through induction of several anti-apoptotic genes. Loss-of-function of Rela resulted in mild impairment of skeletal growth and severe degeneration of articular cartilage. During skeletal development, homozygous knockout of *Rela* leads to impaired growth through ectopic apoptosis of chondrocytes (Fig. 2), whereas heterozygous knockout of *Rela* does not alter growth (Supplementary Fig. 5). In articular cartilage, homozygous knockout of *Rela* led to marked acceleration of OA through enhanced apoptosis of chondrocytes (Fig. 4b,c), whereas heterozygous knockout of *Rela* resulted in suppression of OA development through inhibition of catabolic gene expression (Fig. 7a,b). These data indicate that Rela exerts anti-apoptotic and catabolic effects in a biphasic manner, and that haploinsufficient expression of Rela can sustain chondrocyte survival and suppress articular cartilage degeneration.

In terms of chondrocyte differentiation during endochondral ossification, previous *in vitro* studies imply the involvement of Rela in various activities such as chondrogenesis, cell survival and cartilage matrix production^17^,^18^,^19^,^34^. However, it had been unknown how Rela regulates these steps *in vivo* because homozygous deletion of *Rela* allele leads to embryonic lethality at 15–16 days of gestation, which is concomitant with massive degeneration of the liver by apoptosis^35^. Tissue-specific knockout of *Rela* using *Rela-flox* mice revealed that Rela is indispensable for cell survival in the intestines and liver^36^,^37^. Similarly, the present data showed that chondrocyte-specific homozygous knockout of *Rela* slightly impaired skeletal growth, which was caused by enhanced apoptosis of chondrocytes. Furthermore, Rela was revealed to be dispensable for the regulation of chondrogenesis and matrix production *in vivo*.

In the present study, homozygous knockout of *Rela* resulted in mild impairment of skeletal growth and severe degeneration of articular cartilage. *In vit*ro experiments showed that the downregulation of the anti-apoptotic genes by Rela deletion was further enhanced by TNF stimulation (Fig. 8). These results indicate that the anti-apoptotic effect of Rela in chondrocytes is more essential under stress loading. A recent study showed that the differentiation and turn-over of mouse articular chondrocytes occur over several months or more^38^. In mouse embryonic limb cartilage, chondrocytes differentiate in a much shorter period. These findings indicate that the survival time of a chondrocyte in adult articular cartilage is much longer than that in embryonic limb cartilage. Therefore, chondrocytes in adult articular cartilage may be exposed to various stresses and are more sensitive to decreased expression of anti-apoptotic genes caused by Rela knockout compared with those in embryonic limb cartilage.

To delineate the status of the canonical NF-κB signalling pathway, we examined subcellular localization of Rela protein and phosphorylation of IκB protein by immunofluorescence. In embryonic limb cartilage, IkB phosphorylation and subcellular localization of Rela protein were not altered during chondrocyte differentiation. Similar statuses of both proteins were observed in normal articular cartilage. These findings indicate that the canonical NF-κB signalling pathway is not strongly activated in developing limb cartilage or normal healthy articular cartilage. In contrast, IkB was phosphorylated and Rela was translocated into the nucleus in OA cartilage. According to previous studies, excessive mechanical stress induces various inflammatory mediators such as Adamts5 and TNF in chondrocytes^39^,^40^. In addition, mechanical loading can modulate the activity of the NF-κB signalling in a magnitude-dependent manner^41^. These data indicate that the canonical NF-κB signalling pathway may be activated by inflammatory mediators and excessive mechanical loading. Interestingly, homozygous gene deletion of *Rela* decreased the expression of both the anti-apoptotic and catabolic genes, but treatment with an IKK inhibitor at a low dose did not decrease the anti-apoptotic gene expression (Fig. 8a,b). Taken together, appropriate regulation of IKK or canonical NF-κB signalling activities may be a potent means to prevent OA development, although the physiological function of Rela should be protected to maintain articular cartilage.

We identified Pik3r1 as a novel transcriptional target gene of Rela (Figs 5 and 6). p85α, encoded by Pik3r1, is a regulatory subunit of PI3K and contributes to activation of Akt. Many previous studies have shown that PI3K/Akt signalling activates NF-κB signalling^33^,^42^,^43^. The PI3K/Akt-NF-κB signalling axis is one of the most promising targets for cancer and autoimmune disease therapies. The present data showed that upregulation of Pik3r1 by TNF stimulation was suppressed by Rela knockout or IKK inhibition (Figs 5b, 7e and 8a–c). Additionally, TNF stimulation did not upregulate phosphorylation of Akt in Rela knockout chondrocytes (Fig. 5d). Considering all these data, the PI3K/Akt-NF-κB signalling axis may induce *Pik3r1* expression in various tissues or cells other than chondrocytes and may act as a booster of signal transduction or form a kind of positive feedback loop. The transcriptional regulation of *Pik3r1* by Rela may be involved in oncogenesis or inflammatory disorders in addition to OA, because PI3K, Akt and NF-κB are associated with them.

In conclusion, we found that Rela exerts anti-apoptotic effects on chondrocytes during skeletal growth and articular cartilage homeostasis, but enhances cartilage catabolism upon activation of canonical NF-κB signalling. Our findings regarding the biphasic regulation of chondrocytes by Rela contribute to understanding the pathophysiology of OA and may provide a clue for novel treatments of OA.

## Methods

### Cell culture

The mouse chondrogenic cell line ATDC5 (RIKEN Cell Bank, Tsukuba, Japan) was cultured in Dulbecco's modified Eagle's medium (DMEM)/F12 (1:1) with 5% foetal bovine serum (FBS). The human chondrocyte cell line OUMS-27 (JCRB Cell Bank, Osaka, Japan) was cultured in DMEM with 10% FBS. The cell lines were not tested for mycoplasma contamination. Primary costal chondrocytes were isolated from the ribs of C57BL/6J neonates, and primary articular chondrocytes were isolated from 6-day-old C57BL/6J mice according to the standard protocol using collagenase D (ref. 44). Primary chondrocytes were cultured in DMEM with 10% FBS.

### Animals

All experiments were performed according to protocols approved by the Animal Care and Use Committee of The University of Tokyo. In each experiment, we compared the genotypes of littermates maintained in a C57BL/6J background. *Col2a1-Cre* (ref. 22) and *Prrx1-*Cre mice^21^ were purchased from the Jackson Laboratory. *Col2a1-Cre*^*ERT*^ mice^26^ and *Rela*^*fl/fl*^mice^24^ were generously provided by Professor Fanxin Long (Washington University, St Louis) and Professor Roland M. Schmid (Technical University of Munich), respectively. *Col10a1-Cre* mice were generated by insertion of IRES-Cre-polyA cassette into the 3′-untranslated region^23^.

To generate *Prrx1-Cre; Rela^fl/fl^, Col2a1-Cre; Rela^fl/fl^, Col10a1-Cre; Rela^fl/fl^,* and *Col2a1-Cre^ERT^; Rela^fl/fl^* mice, *Rela^fl/fl^* mice were mated with *Prrx1-Cre, Col2a1-Cre, Col10a1-Cre, or Col2a1-Cre^ERT^* mice to obtain *Prrx1-Cre;Rela^fl/+^, Col2a1-Cre;Rela^fl/+^, Col10a1-Cre;Rela^fl/+^* and *Col2a1-Cre^ERT^;Rela^fl/+^* mice, respectively, and then mated with Rela^fl/fl^ mice. Sequences of the primers used for genotyping are shown in Supplementary Table 1.

### Histology

Haematoxylin and eosin (H&E) staining was performed according to standard protocols after fixation in 4% paraformaldehyde/PBS. For immunohistochemistry, the sections were incubated with antibodies against Rela (1:100; #8242, Cell Signaling Technology, Danvers, MA), IκBα (1:100; sc-371, Santa Cruz Biotechnology, Santa Cruz, CA), p-IκBα^S32/36^ (1:100; sc-101713, Santa Cruz Biotechnology), Col2a1 (1:500; LB-1297, LSL, Tokyo, Japan), Col10a1 (1:500; LB-0097, LSL), Adamts5 (1:500; sc-134952, Santa Cruz Biotechnology), Hif2a (1:100; sc-28706, Santa Cruz Biotechnology), Traf2 (1:500; ab126578, Abcam, Cambridge, UK), Birc2 (1:500; ab25939, Abcam), Birc3 (1:500; sc7944, Santa Cruz Biotechnology) and Pik3r1 (1:500; sc423, Santa Cruz Biotechnology) diluted in blocking reagent. For immunofluorescence, we used a CSA II Biotin-Free Catalyzed Amplification System (Agilent Technologies, Santa Clara, CA) and applied Hoechst 33258 (Agilent Technologies) for counterstaining. Double staining of mouse embryo skeletons was performed with a solution containing Alizarin red S and Alcian blue 8GX (Sigma, St Louis, MO) after fixation in 99.5% ethanol and acetone. For BrdU labelling, BrdU (Sigma) was injected intraperitoneally into pregnant mice before killing, and the sections were stained using a BrdU Immunohistochemistry System (Merck Millipore, Darmstadt, Germany). For TUNEL staining, we used an *in situ* Apoptosis Detection Kit (Takara Bio, Otsu, Japan). Immunohistochemistry was performed at least three times for each analysis. For radiological analysis, plain radiographs were obtained using a soft X-ray apparatus Softex CMB-2 (Softex, Ebina, Japan).

### Cell proliferation assay

Primary chondrocytes were seeded at 1 × 10^3^ cells per well in a 96-well plate. The cell proliferation was examined using an XTT Assay Kit (Roche, Mannheim, Germany) at the indicated time points. The absorbance of the reaction product was quantified using a MTP-300 microplate reader (Corona Electric, Hitachinaka, Japan).

### Real-time RT-PCR

Total RNA from cells was isolated with an RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. An aliquot (1 μg) was reverse transcribed with QuantiTect Reverse Transcription (Qiagen) to prepare single-stranded cDNA. Real-time RT-PCR was performed with an ABI Prism 7000 Sequence Detection System (Applied Biosystems, Foster City, CA) using QuantiTect SYBR Green PCR Master Mix (Qiagen) according to the manufacturer's instructions. Standard plasmids were synthesized with a ZERO Blunt II TOPO Cloning Kit (Invitrogen, Carlsbad, CA) according to the manufacturer's instructions. All reactions were run in triplicate. Copy numbers of target gene mRNAs in each total RNA were calculated by reference to standard curves and adjusted to mouse standard total RNA (Applied Biosystems) with rodent glyceraldehyde-3-phosphate dehydrogenase as an internal control. The primer sequences are shown in Supplementary Table 2.

### Western blotting

Cells were lysed in M-PER Mammalian Protein Extraction Reagent (Thermo Scientific, Waltham, MA). The lysates were fractionated by sodium dodecyl sulphate-polyacrylamide gel electrophoresis and transferred onto nitrocellulose membranes (BIO-RAD, Hercules, CA). After blocking with 6% dry skim milk, the membranes were incubated with primary antibodies against Akt (1:500; #4685, Cell Signaling Technology), p-Akt (1:500; #4060, Cell Signaling Technology) and actin (1:10,000; A2066, Sigma). The membranes were then incubated with a horseradish peroxidase-conjugated antibody (Promega, Madison, WI). Immunoreactive proteins were visualized with ECL Plus (GE Healthcare Lifescience, Chicago, IL). Original images of the immunoblots were shown in Supplementary Fig. 6.

### OA experiments

Tamoxifen (Sigma; 100 μg per g of body weight) was intraperitoneally injected into 7-week-old *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^, *Col2a1-Cre*^*ERT*^*; Rela*^*fl/+*^ mice and their respective control mice daily for 5 days. We then performed the surgical procedure to establish an experimental OA model in 8-week-old male mice^25^. Under general anaesthesia, resection of the medial collateral ligament and the medial meniscus was performed using a surgical microscope. The mice were analysed at 8 weeks after surgery. We also analysed OA development with aging using 1-year-old mice bred under physiological conditions. After the surgery, all mice were maintained under the same conditions (three mice per cage). OA severity was quantified by the OARSI system^45^, which was assessed by a single observer who was blinded to the experimental groups.

### Microarray analyses

Primary chondrocytes were obtained from 6-day-old *Prrx1-Cre; Rela*^*fl/fl*^ and *Rela*^*fl/fl*^ littermates and treated with or without TNF (10 ngml^−1^) for 3 days. Total RNA was isolated from the cells with an RNeasy Mini Kit (Qiagen). Microarray experiments were performed using SurePrint G3 Mouse Gene Expression 8 × 60K (Agilent Technologies). 

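The arrays hold 62976 spots each, of which 3671 are controls. Of the 55681 probes, 55249 are spotted once and 399 are spotted 10 times at scattered positions. The repeated spots give the technical spread within an array. For probes with 10 spots well above background and none marked as an outlier, the pooled SD of the log2 intensity was 0.097 and 0.099 on the Rela fl/fl arrays without and with TNF. It was 0.095 and 0.100 on the arrays labelled cKO. The software marks a spot as an outlier for uneven signal within it, or by comparing it with the other spots of the same probe. For a probe spotted once there is no such comparison with other spots. Between 138 and 225 spots per array were left out as outliers. No spot was saturated. Among the repeated probes, 20.2% of the spots inside patches were marked as outliers against 2.84% of those outside. For repeated probes with a signal under 1, the 665 spots inside patches exceeded the same probe outside patches on the same array by a median of 0.23 on the log2 scale.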

The microarray data have been deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under accession no. GSE79233.

### Construction of expression vectors

The coding sequence of RELA was amplified by PCR, and cloned into pCMV-HA vector^18^. Adenoviral vectors for GFP, Cre and Rela were generated by the AdenoX Expression System (Clontech, Palo Alto, CA)^19^,^46^. All vectors were verified by DNA sequencing.

### Luciferase assays

We prepared the *PIK3R1* promoter region (from −1585 to +76 bp relative to the transcription start site) by PCR using human genomic DNA as the template, and cloned it into the pGL4.10[luc2] vector (Promega). Deletion and mutation constructs were prepared by PCR. Transfection of ATDC5 cells was performed in triplicate in 48-well plates using FuGENE 6 transfection reagent (Roche): FuGENE 6 with 150 ng plasmid DNA, 100 ng pGL4 reporter vector, 50 ng effector vector and 4 ng pRL-TK vector (Promega) for the internal control per well. For the dose-response experiment of RELA, we used 25, 50 and 75 ng of the expression vector. Luciferase assays were performed with a PicaGene Dual SeaPansy Luminescence Kit (Toyo Ink, Tokyo, Japan) using a GloMax 96 Microplate Luminometer (Promega). Data are presented as the ratio of firefly to Renilla activities.

### ChIP assay

The ChIP assay was performed with a OneDay ChIP kit (Diagenode, Liege, Belgium) according to the manufacturer's instructions. *In vivo* crosslinking was performed after 1 day with or without TNF (10 ng ml^−1^) treatment of OUMS-27 cells. Cell lysates were sonicated to shear the genomic DNA. For immunoprecipitation, we used an antibody against RELA (Cell Signaling Technology) and normal control rabbit IgG. We employed primer sets that amplified the area including N-1 (–593 to –408 bp), N-2 (–285 to –77 bp) or that not including the motif (+55 to +289 bp). PCR was performed using KOD FX Neo (TOYOBO, Osaka, Japan). The primer sequences are shown in Supplementary Table 3. Original images of the ChIP-PCR were shown in Supplementary Fig. 7.

### Proteoglycan release assay

Proteoglycan release was assessed as reported previously^47^. Briefly, femoral heads were harvested from 3-week-old *Rela*^fl/+^ and *Prrx1-Cre;Rela*^*fl/+*^ mice. The explants were cultured for 3 days with or without interleukin-1β (10 ng ml^−1^) in DMEM. The proteoglycan content in the medium was measured as sulphated glycosaminoglycan by a colorimetric assay using dimethylmethylene blue.

### Statistical analyses

Statistical analyses of experimental data were performed with the unpaired two-tailed Student's *t*-test when homogenous variances were assumed (*P*>0.05) by the F-test, and with Welch's *t*-test when homogenous variances were not assumed (*P*<0.05) by the F-test. *P*-values of <0.05 were considered significant.

### Data availability

Microarray data that support the findings of this study have been deposited Gene Expression Omnibus with primary accession code GSE79233. All other relevant data are available from the authors.

## Additional information

**How to cite this article:** Kobayashi, H. *et al.* Biphasic regulation of chondrocytes by Rela through induction of anti-apoptotic and catabolic target genes. *Nat. Commun.* **7,** 13336 doi: 10.1038/ncomms13336 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Tables 1-3

Peer Review File

## Figures and Tables

**Figure 1:**
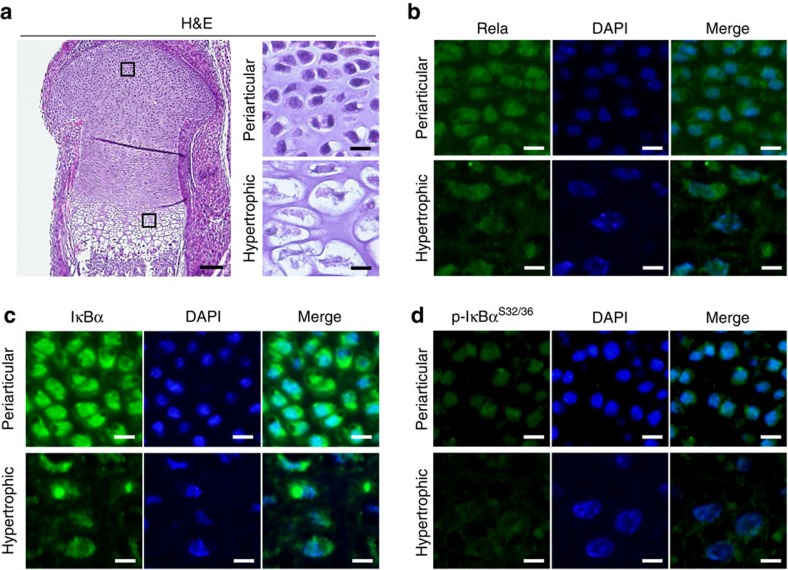
Expression of Rela and IκBα in developing chondrocytes. (**a**) haematoxylin and eosin (H&E) staining of the epiphyseal cartilage of a mouse embryo (embryonic day (**e**) 18.5). Boxes in the left panel indicate enlarged images of the periarticular and hypertrophic zones. Scale bars, 100 and 10 μm for low and high magnification images, respectively. Immunofluorescence of Rela (**b**), IκBα (**c**), and Ser 32 and 36 dual phosphorylated IκBα (**d**) proteins in the periarticular and the hypertrophic zones. The images are representative of two independent experiments. Scale bars, 10 μm.

**Figure 2:**
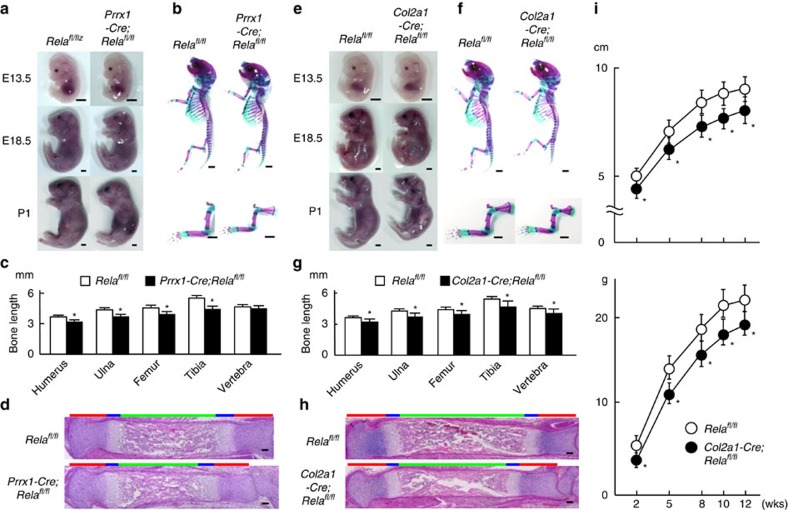
Skeletal development of *Prrx1-Cre; Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ mice. Gross appearance of *Rela*^*fl/fl*^ and *Prrx1-Cre; Rela*^*fl/fl*^ (**a**) or *Col2a1-Cre; Rela*^*fl/fl*^ (**e**) littermate embryos. Scale bars, 1 mm. Double staining with Alizarin red and Alcian blue of the whole skeleton (top) and upper extremities (bottom) of *Rela*^*fl/fl*^ and *Prrx1-Cre; Rela*^*fl/fl*^ (**b**) or *Col2a1-Cre; Rela*^*fl/fl*^ (**f**) littermate embryos (E18.5). Scale bars, 1 mm. Length of the long bones and vertebrae (first to fifth lumbar spines) of *Rela*^*fl/fl*^ and *Prrx1-Cre; Rela*^*fl/fl*^ (**c**) or *Col2a1-Cre; Rela*^*fl/fl*^ (**g**) littermate embryos (E18.5). Data are expressed as the mean±s.d. of five mice per group. *P<0.05 versus *Rela*^*fl/fl*^ mice; Student's *t*-test. Haematoxylin and eosin (H&E) staining of whole tibias of *Rela*^*fl/fl*^ and *Prrx1-Cre;Rela*^*fl/fl*^ (**d**) or *Col2a1-Cre; Rela*^*fl/fl*^ (**h**) littermate embryos (E18.5). Scale bars, 100 μm. Upper bars indicate lengths of the proliferative zone (red), hypertrophic zone (blue) and bone area (green). (**i**) Growth curves of *Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ males. Height indicates the nose–anus length. Data are expressed as the means±s.d. of five mice per group. *P<0.05 versus *Rela*^*fl/fl*^ mice; Student's *t*-test.

**Figure 3:**
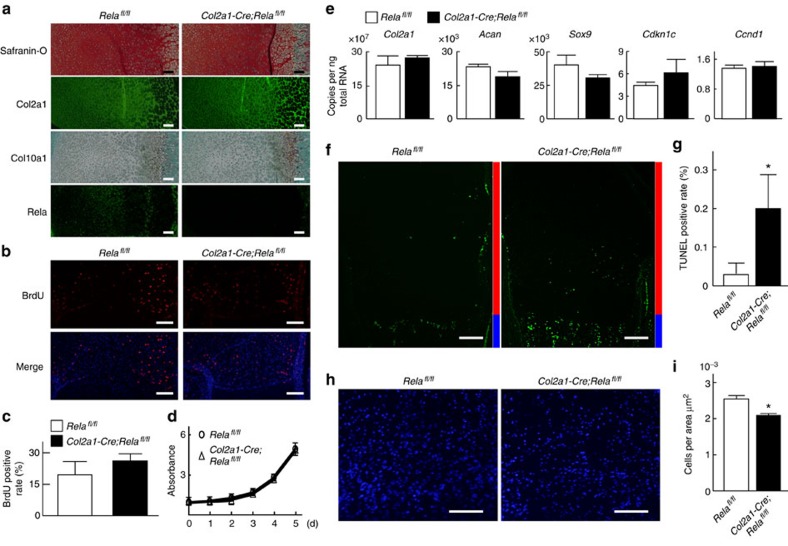
Enhanced apoptosis in epiphyseal cartilage of *Col2a1-Cre; Rela*^*fl/fl*^ embryos. (**a**) Safranin-O staining and immunostaining of Col2a1, Col10a1 and Rela in proximal tibias of *Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ littermate embryos (E18.5). The images are representative of three independent experiments. Scale bars, 100 μm. BrdU staining (**b**), and the rate of BrdU-positive cells (**c**) in the proliferative zone of proximal tibias of *Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ littermate embryos (E18.5). The images are representative of three independent experiments. Scale bars, 100 μm. Data are expressed as means±s.d. of three sections per group. (**d**) Cell proliferation curves determined by a CCK-8 assay during 5 days of culture of primary chondrocytes derived from *Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ littermates. Data are expressed as the mean±s.d. of three sections per group. (**e**) mRNA levels of *Col2a1*, *Acan*, *Sox9*, *Cdkn1c* and *Ccnd1* in primary chondrocytes derived from *Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ littermates. Data are expressed as the means±s.d. of three wells per group. TUNEL staining (**f**), and the rate of TUNEL-positive cells (**g**) of proximal tibias of *Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ littermate embryos (E18.5). Scale bars, 100 μm. Data are expressed as the means±s.d. of three sections per group. *P<0.05 versus *Rela*^*fl/fl*^ mice; Student's *t*-test. 4,6-diamidino-2-phenylindole (DAPI) staining (**h**), and the number of DAPI-positive cells (**i**) in proximal tibias of *Rela*^*fl/fl*^ and *Col2a1-Cre; Rela*^*fl/fl*^ littermate embryos (E18.5). The images are representative of three independent experiments. Scale bars, 100 μm. Data are expressed as the means±s.d. of three sections per group. *P<0.05 versus *Rela*^*fl/fl*^ mice; Student's *t*-test.

**Figure 4:**
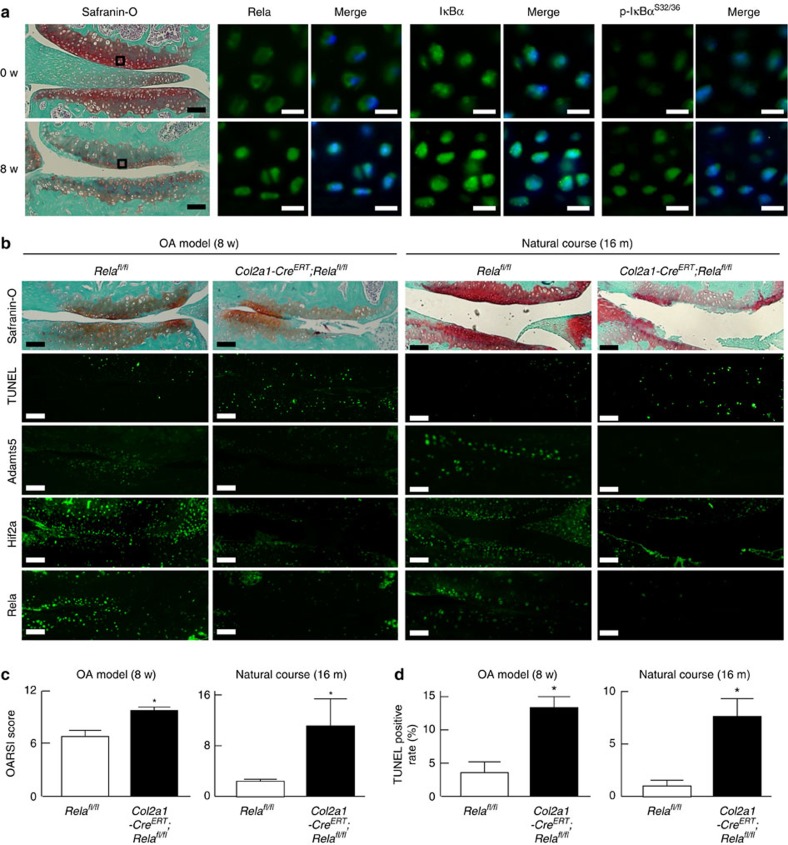
Regulation of OA development by Rela. (**a**) Safranin-O staining and immunofluorescence of Rela, IκBα, and Ser 32 and 36 dual phosphorylated IκBα proteins in knee joint cartilage of an 8-week-old mouse (0 w) and at 8 weeks after surgery (8 week) to induce OA. Boxes in the Safranin-O staining panels indicate the regions of immunofluorescence. The images are representative of three independent experiments. Scale bars, 100 and 10 μm for Safranin-O staining and immunofluorescence, respectively. (**b**) Safranin-O, TUNEL staining and immunofluorescence of Adamts5, Hif2a and Rela in knee joint cartilage of *Rela*^*fl/fl*^ and *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^ mice at 8 weeks after surgery (OA model, *n*=7 and 10, respectively, left panels), and *Rela*^*fl/fl*^ and *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^ mice at 16 months of age (natural course, *n*=5 for each, right panels). Tamoxifen induction was performed at 7 weeks. The images are representative of three independent experiments. Scale bars, 100 μm. (**c**) OARSI (Osteoarthritis Research Society International) score of OA development. Data are expressed as the means±s.d. of the mice per group. *P<0.05 versus *Rela*^*fl/fl*^ mice; Welch's *t*-test. (**d**) Rate of TUNEL-positive cells in articular cartilage. Data are expressed as the means±s.d. of five mice per group. *P<0.05 versus *Rela*^*fl/fl*^ mice; Student's *t*-test.

**Figure 5:**
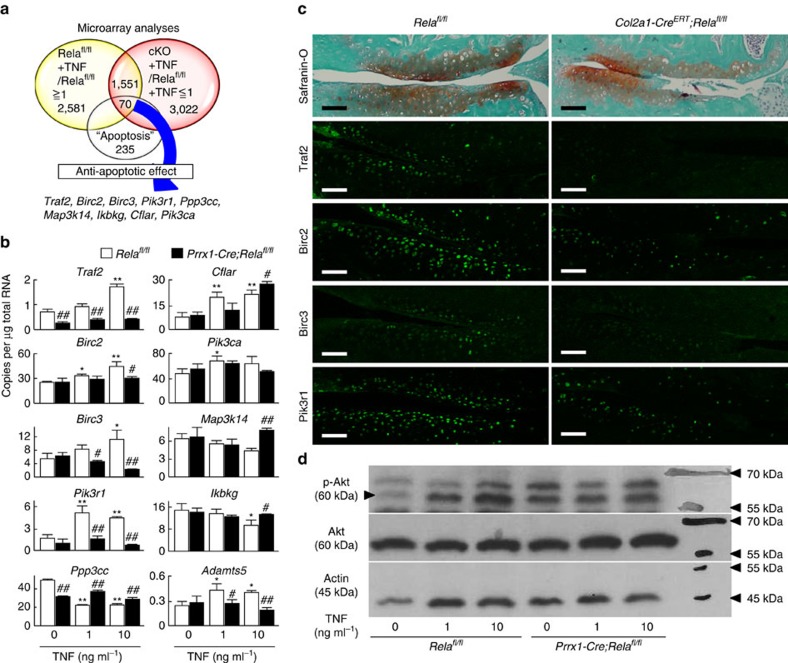
Transcriptional target genes of Rela. (**a**) Schematic diagram to identify candidate genes by microarray analyses. cKO, *Prrx1-Cre; Rela*^*fl/fl*^. (**b**) mRNA levels of candidate genes and *Adamts5* in primary chondrocytes obtained from *Rela*^*fl/fl*^ and *Prrx1-Cre; Rela*^*fl/fl*^ (P5) mice with or without TNF treatment. Data are expressed as the means±s.d. of three wells per group. ^#^*P*<0.05, ^##^*P*<0.01 versus the respective *Rela*^*fl/fl*^control treated with the same dose of TNF; Student's *t*-test. *P<0.05, **P<0.01 versus *Rela*^*fl/fl*^cells without TNF treatment; Student's *t*-test. (**c**) Safranin-O staining and immunofluorescence of Traf2, Birc2, Birc3, Pik3r1 and Rela in knee joint cartilage of *Rela*^*fl/fl*^ and *Col2a1-Cre*^*ERT*^*; Rela*^*fl/fl*^ littermates at 8 weeks after surgery. The images are representative of three independent experiments. Scale bars, 100 μm. (**d**) Immunoblotting of total cell lysates of *Rela*^*fl/fl*^ and *Prrx1-Cre; Rela*^*fl/fl*^ chondrocytes using antibodies against Ser-473-phosphorylated Akt (p-Akt), Akt and actin with or without TNF treatment. The images are representative of two independent experiments.

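Of the genes in the overlap counted from these arrays that were well above background on all 4 arrays, the 5 with the largest rise with TNF in Rela fl/fl cells included Ccl2 and Mmp3. Ccl2 (NM_011333) had a signal of 0.920 without TNF and 29.8 with TNF in Rela fl/fl cells, a log2 change of 5.02. On the arrays labelled cKO, its signal went from 0.916 to 8.23, a log2 change of 3.17. Of its 10 spots, 1 lies in a patch on the Rela fl/fl array with TNF. Mmp3 (NM_010809) rose from 0.616 to 15.3 in Rela fl/fl cells, a log2 change of 4.64, and from 0.249 to 1.47 on the arrays labelled cKO, a log2 change of 2.56. The other 3 had no gene symbol and their spots all lay in patches of the Rela fl/fl array with TNF. One of them, read by the probe for XM_001477798, changed by 4.42 with TNF in Rela fl/fl cells and by -0.31 on the arrays labelled cKO. On the arrays labelled cKO, 255 genes were higher with TNF and 1110 were lower (174 and 301 with patches left out), and 19 genes were higher with TNF in both genotypes.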

**Figure 6:**
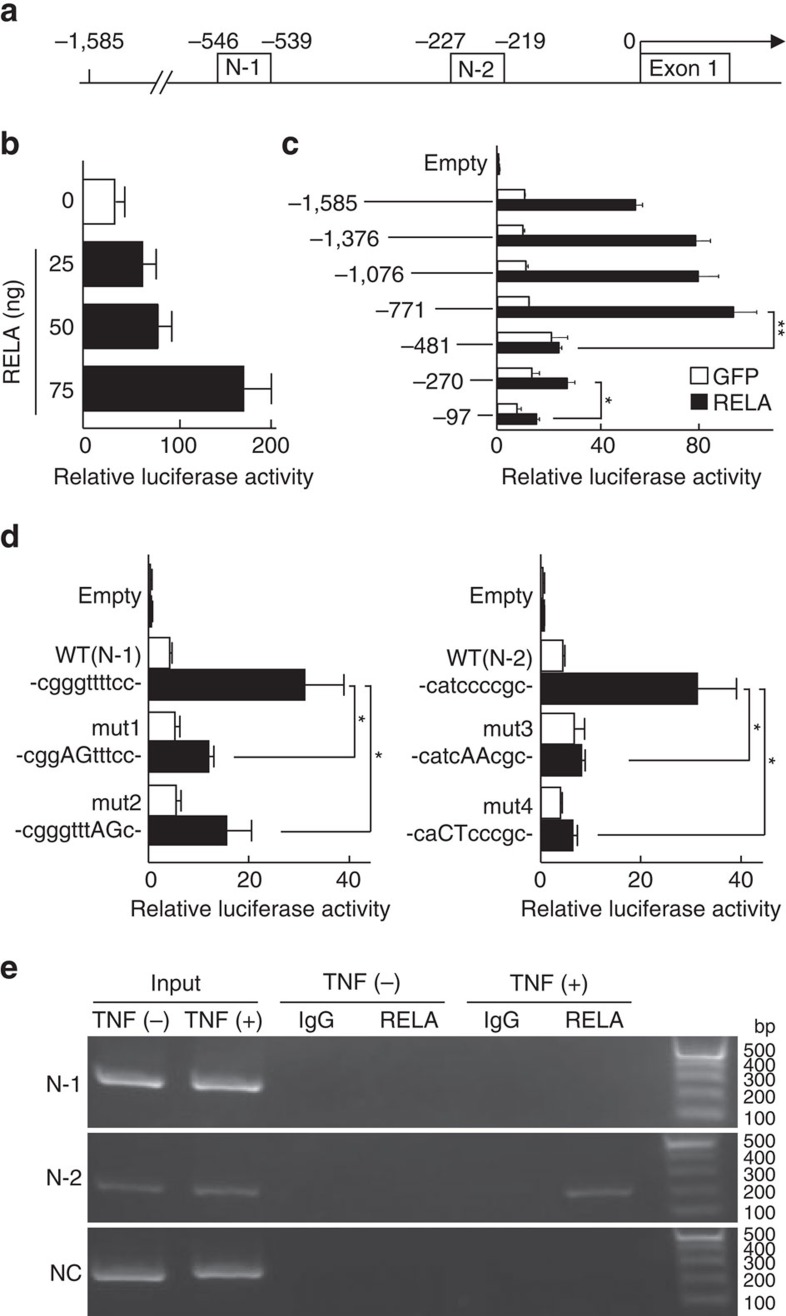
Transcriptional regulation of *PIK3R1* by RELA. (**a**) A proximal promoter region of the human *PIK3R1* gene with two NF-κB consensus sequences, N-1 and N-2. (**b**) Luciferase activities resulting from RELA transfection of ATDC5 cells with a reporter construct containing a fragment of the *PIK3R1* promoter (−1,585 to 0 bp relative to the transcription start site). Data are shown as means±s.d. of three wells per group. (**c**) 5′-deletion analyses of the *PIK3R1* promoter. Data are shown as means±s.d. of three wells per group. *P<0.05, **P<0.01; Student's *t*-test. (**d**) Site-directed mutagenesis analysis of the *PIK3R1* promoter fragment (−1,585 to 0 bp). Mut1 and mut2 are mutations of N-1, and mut3 and mut4 are those of N-2. Data are shown as means±s.d. of three wells per group. *P<0.05; Student's *t*-test. (**e**) ChIP-PCR with lysates of OUMS-27 cells treated with or without TNF and amplified by a primer set spanning N-1 (−593 to −408 bp), N-2 (−285 to −77 bp) or not spanning both (NC, +55 to +289 bp) before (input) and after immunoprecipitation with the anti-RELA antibody or nonimmune IgG. The images are representative of two independent experiments.

**Figure 7:**
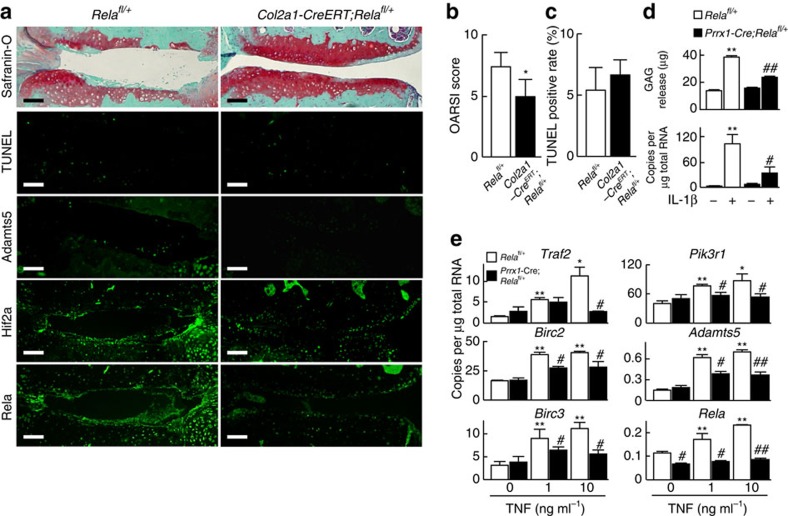
Suppression of OA development by heterozygous knockout of Rela. (**a**) Safranin-O, TUNEL staining and immunofluorescence of Adamts5, Hif2a and Rela in knee joint cartilage of *Rela*^*fl/+*^ and *Col2a1-Cre*^*ERT*^*;Rela*^*fl/+*^ littermates at 8 weeks after surgery to induce OA. *n*=15 and 14, respectively. Scale bars, 100 μm. (**b**) OARSI score of OA development. Data are expressed as the means±s.d. of five mice per group. *P<0.05 versus *Rela*^*fl/+*^ mice; Welch's *t*-test. (**c**) Rate of TUNEL-positive cells in articular cartilage. Data are expressed as the means±s.d. of five mice per group. (**d**) Amount of glycosaminoglycans released into the medium determined by the dimethylmethylene blue assay during 4 days of culture of femoral heads obtained from *Rela*^*fl/+*^ and *Prrx1-Cre; Rela*^*fl/+*^ littermates (*n*=4 for each) with or without interleukin-1β treatment (top), and the mRNA level of *Adamts5* in the femoral heads (bottom). Data are expressed as the means±s.d. of three wells per group. **P<0.01 versus *Rela*^*fl/+*^ mice without interleukin-1β treatment; Student's *t*-test. ^#^*P*<0.05, ^##^*P*<0.01 versus *Rela*^*fl/+*^ mice with interleukin-1β treatment; Student's *t*-test. (**e**) mRNA levels of the target genes in primary chondrocytes obtained from *Rela*^*fl/+*^and *Prrx1-Cre; Rela*^*fl/+*^ mice (P5) with or without TNF treatment. Data are expressed as the means±s.d. of three wells per group. *P<0.05, **P<0.01 versus *Rela*^*fl/+*^ mice without TNF treatment; Student's *t*-test. ^#^*P*<0.05, ^##^*P*<0.01 versus the respective *Rela*^*fl/+*^ control treated with the same dose of TNF; Student's *t*-test.

**Figure 8:**
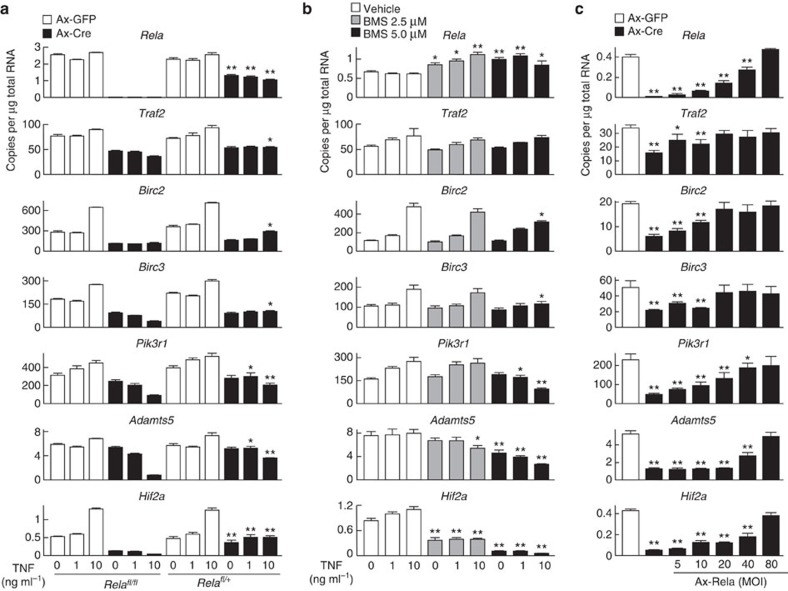
Transcription of the target genes under various conditions of Rela or NF-κB signalling. (**a**) mRNA levels of the target genes in *Rela*^*fl/fl*^and *Rela*^*fl/+*^ primary chondrocytes overexpressing GFP (Ax-GFP) or Cre (Ax-Cre) by adenoviral induction with or without TNF treatment. Adenovirus infection was performed at a multiplicity of infection (MOI) of 50. Data are expressed as the means±s.d. of three wells per group. *P<0.05, **P<0.01 versus Cre-overexpressing *Rela*^*fl/fl*^ chondrocytes treated with the same dose of TNF; Student's *t*-test. (**b**) mRNA levels of the target genes in *Rela*^*fl/fl*^primary chondrocytes treated with DMSO (vehicle) or 2.5 and 5 μM BMS-345541 (IKK inhibitor) with or without TNF stimulation. Data are expressed as the means±s.d. of three wells per group. *P<0.05, **P<0.01 versus the vehicle control treated with the same dose of TNF; Student's *t*-test. (**c**) mRNA levels of the target genes in *Rela*^*fl/fl*^primary chondrocytes transduced with *Cre* and *Rela* by adenoviral vectors. *GFP* or *Cre* was transduced at an multiplicity of infection (MOI) of 20. The amount of Rela adenovirus varied from an MOI of 5–80. Data are expressed as the means±s.d. of three wells per group. *P<0.05, **P<0.01 versus Ax-GFP; Student's *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

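Gene expression was measured in primary chondrocytes from 6-day-old Prrx1-Cre; Rela fl/fl (cKO) and Rela fl/fl littermates, treated for 3 days with 10 ng ml−1 TNF or left without it. There were 4 arrays, 1 per combination of genotype and treatment, on a 1-colour Agilent mouse expression array. The authors deposited the intensity of each spot as written by the software Feature Extraction, which subtracts background, removes trends across the array and flags outlier spots and spots well above background. They also deposited a table of scaled intensity values. Set against the processed intensity of the same spot, each column of that table was the processed intensity times 1 factor per array, 1.83 and 1.77 for Rela fl/fl cells without and with TNF and 1.79 and 1.78 for the arrays labelled cKO. The basis of these factors is not stated in the paper's text.

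From the deposited intensity, the log2 value of each spot was taken and the 75th percentile of the transcript spots of its array was subtracted. Spots flagged as outliers were left out, spots of 1 probe were averaged, and the probe with the highest mean over the 4 arrays stood for a gene. The files hold accessions and no gene names, so symbols were taken from the RefSeq table of GRCm38.p6 by accession without version. This matched 26083 of 26536 NM accessions and gave 37074 genes or unnamed transcripts, of which 37042 were kept. The array files name another assembly (mm9), and no coordinates were taken from the table. Fig. 5a prints its limits as 1 without a scale, and they were read as log2, with the linear ratio as an alternative. A gene was counted as changed at a log2 difference of 1 when the brighter array was well above background. The dimmer signal was raised to the lowest signal well above background on its array where it was not well above background itself.

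With 1 array per condition there is no replicate check, and no p-values were computed. A model of genotype plus TNF without their interaction, which leaves 1 residual degree of freedom, was not fitted. The technical spread was taken from 399 probes with 10 spots. Lists of genes were described by the percentile of their median among 10000 random lists matched on mean expression in 20 bins. The 8 lists (NF-κB targets, interferon response, cartilage matrix, cell cycle, leukocyte, catabolic, apoptosis pathway and sex-linked genes) were fixed before the data were examined, as were the rule for named genes and the alternatives in scaling, background, filter, probe summary and limit. The named genes are those of Fig. 5a, other genes that the paper names, the 5 largest rises with TNF in the overlap among genes well above background on all 4 arrays, the 3 largest rises and 3 largest falls on the array labelled cKO without TNF among genes well above background on both arrays, and sex-linked genes. The alternatives that leave out patches, keep only genes with a symbol, or join the 1.5-fold limit with no filter were chosen after the data had been seen. The last of these is 1 of 8 combinations of filter and limit whose counts were looked at, and was kept because its counts came near those of Fig. 5a. The plan was changed in places because of the files: gene symbols came from accessions, and the normexp alternative (offset 50) used the median intensity of each spot.

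Patches were found from spots at least 2-fold brighter on 1 array than on each of the other 3, with log2 values under -4.5 raised to it. A spot lies in a patch when 3 or more of the 54 other spots within 5 rows and 2 columns were such spots. This rule was chosen after the data had been seen, from 6 combinations of window and number of bright neighbours whose gene counts had all been looked at. The 6 gave overlaps of 63, 88 and 131 genes for 3, 4 and 6 bright neighbours in the window of 11 rows and 5 columns, 58 and 131 for 4 and 8 in 17 rows and 7 columns, and 40 for 2 in 9 rows and 5 columns. The counting rule and the patches were tested on simulated data for the comparison of TNF in Rela fl/fl cells, over 37074 genes with 200 changed by a known amount. It recovered 100% of them with 0 false calls. This follows from the setting, a shift of 2 on the log2 scale with a noise SD of 0.1. With bright patches added, 1815 genes were falsely called higher, and 0 were when patches were left out, over 32718 genes. The added patches brightened every spot of a block, whereas the Rela fl/fl array with TNF had 816 bright spots and 4260 spots in patches. The 0 therefore does not show how well the rule removes the patches of the arrays. In that simulation, the rule also marked 10.3% of the spots outside the added patches, so unaffected genes are lost as well.

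Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 and R 4.3.3 with limma 3.58.1 (quantile and normexp alternatives) were used. The lists of the apoptosis genes counted in Fig. 5a and its pathway tool were not used here.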

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

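All tests in this part were chosen only after the results were seen.

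The array labelled cKO without TNF is not part of Fig. 5a. Between the arrays without TNF, 1920 genes passed the log2 limit of 1, 852 higher and 1068 lower on the array labelled cKO. This comparison is listed here because Fig. 5a does not use that array. Position on the array is the leading candidate cause for most of these calls. Of the genes higher on the array labelled cKO and read by 1 spot, 68.6% had that spot in a patch of that array, against 9.70% of all such genes. Leaving out patches gave 427 genes. Among genes well above background on both arrays, the 3 largest rises and the 3 largest falls all have their spot in a patch of the brighter array. Outside patches, 38 genes were lower and 28 were higher on the arrays labelled cKO both with and without TNF, comparisons that share no array, and 3 changed in opposite directions.

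Xist, which is transcribed from the inactive X chromosome, was well above background on both Rela fl/fl arrays and not well above background on either array labelled cKO. Its log2 difference there was at most -4.80 without TNF and at most -4.82 with TNF, both bounds, and genes of the Y chromosome were higher. Ddx3y was higher on the arrays labelled cKO by 1.49 without TNF and 1.70 with TNF, Eif2s3y by 1.81 and 1.83, and Uty by at least 1.21 in both (1.21 and 1.21). The paper does not report sex for these cells. A larger share of cells from male mice on the arrays labelled cKO is a candidate explanation, and the Y chromosome gene Eif2s3y, at 1.81, moved as it would need. Slide and scan cannot account for it, as all arrays share 1 of each, and none of the spots of Xist, Ddx3y or Eif2s3y lies in a patch, whereas those of Uty do on the Rela fl/fl array without TNF. A difference in Xist alone between genotypes within 1 sex would leave genes of the Y chromosome unchanged. The rises of Ddx3y (1.49 and 1.70) and Eif2s3y (1.81 and 1.83) argue against it on these arrays. Whether the 66 genes that differ between the genotypes in the same direction with and without TNF outside patches follow sex or the genotype label cannot be told apart, because both differ between the same arrays, and the signal of Rela does not show the deletion on them.

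The probes for XM_001477798 and for an unnamed region of chromosome 3, both among the 5 largest rises with TNF in the overlap for genes well above background on all 4 arrays, moved in opposite directions with TNF in the 2 genotypes. The changes were 4.42 in Rela fl/fl cells and -0.31 on the arrays labelled cKO for the former, and 3.97 and -2.44 for the latter. The difference between the genotypes was not tested. Both spots lie in a patch of the Rela fl/fl array with TNF. That of chromosome 3 also lies in a patch of the array labelled cKO without TNF, the brighter array behind the -2.44. Position is a candidate cause, since spots inside patches of dim probes exceeded the same probe outside by a median of 0.23. On the Rela fl/fl array with TNF alone the median was 0.39. These medians set no limit for single spots picked for the largest rises, and whether position accounts for the whole of these changes stays open. No biological explanation was tested for these probes.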

How the results depend on the processing

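The alternatives that leave out patches, keep only genes with a symbol, or join the 1.5-fold limit with no filter were chosen after the data had been seen. No paired analysis was run, since each condition has a single replicate number and the results come from no test. The counts below are given in the order of genes higher with TNF in Rela fl/fl cells, lower on the array labelled cKO with TNF, in the overlap of both, higher with TNF on the arrays labelled cKO, and changed without TNF between the genotypes. As reported they were 560, 787, 493, 255 and 1920.

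With normexp background correction they were 356, 400, 326, 60 and 1048. When both arrays had to be well above background they were 208, 303, 139, 100 and 742, and with no filter and no raised dim value 1346, 1538, 799, 1352 and 4228. A linear ratio of 1 gave 12037, 9586, 6026, 14937 and 23304. The 1.5-fold limit gave 1017, 1409, 698, 918 and 3285, and the 3-fold limit 381, 514, 361, 83 and 1240. With patches left out the counts were 99, 181, 63, 174 and 427, and with only spots having 6 or more bright neighbours left out 173, 298, 131, 227 and 688. These are 2 of 6 patch rules looked at, over which the overlap ranged from 40 to 131. Over genes with a symbol they were 259, 376, 213, 166 and 852, since fewer genes are counted. Joining the 1.5-fold limit with no filter gave 2700, 2719, 1348, 2892 and 8345. Apart from the limits, the filter, the patches and the restriction to symbols, whose construction sets how many genes can pass, the cause of a change was not tested.

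Quantile normalization raised the genes higher with TNF on the arrays labelled cKO to 399, and the share of higher among changed genes in that comparison rose from 18.7% to 29.6%. It was 12.3% without scaling, 12.0% with the authors' values, 10.8% with normexp, 36.8% with no filter, 36.6% with patches left out and 32.0% with 6 or more bright neighbours. Between the arrays with TNF, 285 genes were higher and 787 lower on the array labelled cKO (26.6% higher), but 198 and 181 with patches left out (52.2%), 254 and 298 with 6 or more bright neighbours (46.0%) and 2118 and 1538 with no filter (57.9%), so the larger count changes sides. Without TNF, 44.4% of the changed genes were higher, and 54.7% with no filter, 54.1% with patches left out and 53.9% with 6 or more bright neighbours. The other counts in the order given above stayed within 1.5 times of those reported under quantile normalization. So did all counts in that order without scaling, with the authors' values, the mean over probes, any probe past the limit or probes counted. Outside that order, genes lower with TNF on the arrays labelled cKO went from 1110 to 1705 with probes counted. Genes lower with TNF and higher on the array labelled cKO went from 26 to 41 with any probe past the limit. The median change of all genes with TNF on the arrays labelled cKO was 0.06 as reported, -0.04 without scaling and -0.05 with the authors' values, so small changes in that comparison depend on the scaling.

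The number of the 9 genes above 0 with TNF and below 0 on the array labelled cKO with TNF was 5 as reported and 4 to 6 under the alternatives. The median change of the NF-κB target list with TNF in Rela fl/fl cells was 1.05 and stayed between 1.01 and 1.16. Of 599 values of named genes under the alternatives, 560 moved by less than the technical spread of a difference, 36 moved by more and 3 changed sign from a value larger than that spread. Values within that spread as reported could also change sign, and such changes are not counted among the 3. Traf2 between the arrays without TNF was -0.15 and became 0.0311 with the mean over probes. The region of chromosome 3 named for its rise with TNF, 3.97 as reported, was -0.33 with the mean over its probes. A region of chromosome 7 named for its rise on the array labelled cKO without TNF, 4.30 as reported, was -0.23 with patches left out, where another of its probes stood for it. Signal over background limits the counts, since 243 of the 493 overlap genes were well above background on 1 array.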

Differences from the paper's values

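Fig. 5a prints its limits as 1 and names no scale. The counts here rest on reading them as log2, and a linear ratio of 1 is a reading that the figure also allows. The paper's count of genes higher with TNF is 2581, and 560 were counted here. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's count; they ranged from 208 with both arrays well above background to 12037 with a linear ratio of 1. Without a filter the count was 1346. The paper's count of genes in the overlap is 1551, and 493 were counted here. None of the alternatives set before the data were examined came within 1.5 times, and they ranged from 139 to 6026. Genes lower in cKO with TNF number about 3000 in Fig. 5a, read by eye, and 787 were counted here, with alternatives from 303 to 9586 and none within 1.5 times. Joining the 1.5-fold limit with no filter, a setting chosen after seeing the values, and 1 of 8 combinations of filter and limit that were looked at, gave 2700, 2719 and 1348 for genes higher with TNF, lower on the array labelled cKO and in the overlap, each within 1.5 times of the paper's value. The other 7 combinations did not bring all 3 counts within 1.5 times.

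The figure places the 9 anti-apoptotic genes among those raised by TNF and lowered in cKO. Here 0 of the 9 passed the log2 limit of 1 in either direction, and 5 were above 0 with TNF and below 0 on the array labelled cKO. The linear ratio of 1 is the setting under which those 5 (Traf2, Birc2, Pik3r1, Cflar and Pik3ca) are in the overlap. Birc3, Ppp3cc, Map3k14 and Ikbkg differed by 0.03, 0.18, 0.49 and 0.26 between the array labelled cKO and the Rela fl/fl array with TNF.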

Other observations

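All tests of explanations in this part were chosen only after the results were seen. The gene lists and their percentiles were set before the data were examined.

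Most of the overlap between genes higher with TNF and lower on the array labelled cKO lies in patches. Of overlap genes read by 1 spot, 83.5% had it in a patch of the Rela fl/fl array with TNF, and position on the array is a candidate source of these calls. Of the 493 genes, 194 could still be compared with patches left out, and 60 of them stayed in the overlap. Whether noise of equal size in both directions on the shared array accounts for the overlap cannot be told apart over all genes. The opposite overlap held 26 genes, and 8 outside patches against an overlap of 63, but raising dim values hides falls more than rises. With no filter it was 629 against 799, at the 1.5-fold limit 162 against 698, and with both changes 1508 against 1348. Among 16254 genes whose median over the arrays lay at least 2 log2 units above the highest raised value, where falls can be seen, 48 were in the overlap and 2 in the opposite one, which argues against symmetric noise for these. Outside patches the same counts were 13 and 2, too few to decide. What remains open is whether the culture behind that array differed in other ways, since each condition has 1 array. Saa3, Ccl5, Cxcl1, Il6 and Cxcl5, picked by hand after their values were seen because they are members of the NF-κB target list, lie outside patches, and their log2 changes with TNF in Rela fl/fl cells were at least 7.48, 3.39, 3.00, at least 2.88 and 2.64. On the array labelled cKO with TNF they were lower than in Rela fl/fl cells with TNF, with log2 differences of -8.57 (a bound), -2.02, -2.30, -3.86 and -1.89. Genes of other kinds rank as high outside patches. Olfr1418, an olfactory receptor gene, was well above background on the Rela fl/fl array with TNF only. Its log2 values in the 2 comparisons were at least 2.71 and at most -3.70, both bounds. Of the 63 genes, 24 share its pattern, so the rule may miss part of the bright spots.

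Rela was not lower on the arrays labelled cKO, with log2 differences of 0.26 without TNF and 0.21 with TNF. An exchange of the genotype labels is argued against by the NF-κB target list, provided that loss of Rela lowers the response to TNF. Outside patches, the TNF change on the arrays labelled cKO minus that in Rela fl/fl cells had a median of -0.67 over 22 list members, below all of 10000 random lists. The slightly lower Rela on the arrays labelled Rela fl/fl goes with an exchange, but is far smaller than a loss of the transcript. The probe may read a part of the transcript left after recombination, which cannot be decided with 1 probe. Cells without recombination in the culture are also possible, but alone they would leave Rela partly lower if the probe read the deleted part, and no fall was seen. The paper reports recombination by PCR in chondrocytes of this genotype, and the deletion by RT-PCR in its tissues (Supplementary Fig. 1). It does not say whether the cultures of these arrays were among those examined.

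The NF-κB target list had a median log2 change with TNF of 1.05 in Rela fl/fl cells (28 genes compared) and 0.54 on the arrays labelled cKO, both above all random lists. Its median difference between the arrays with TNF was -0.71, below all random lists, and between the arrays without TNF it was -0.09. Nfkbia and Relb rose by 1.51 and 1.02 with TNF in Rela fl/fl cells and by 0.87 and 0.57 on the arrays labelled cKO. Traf1 went the other way, with 1.01 in Rela fl/fl cells and 2.13 on the arrays labelled cKO. Its spot lies in a patch of the Rela fl/fl array with TNF, and brightness added there would raise the 1.01 and not the 2.13. The interferon response list had medians of 0.22 with TNF in Rela fl/fl cells and -0.49 between the arrays with TNF, at the 99.97 percentile and below all random lists. The catabolic list, which shares genes with the NF-κB list, had medians of 0.47 and -0.27, and the leukocyte list of -0.10 and -0.18. With patches left out, these were 0.58 and -0.17 for the catabolic list and -0.12 and -0.03 for the leukocyte list. The -0.17 lay at the 0.54 percentile of the random lists and the -0.03 at the 20.98 percentile.

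The apoptosis pathway list of 83 genes, of which 82 were on the arrays, had a median of 0.09 with TNF in Rela fl/fl cells, at the 99.97 percentile, and 0.10 between the arrays with TNF, at the 97.4 percentile. The random lists had a median of 0.05 in the latter comparison, as all genes did, so part of the 0.10 is shared by all genes. With patches left out it was 0.09, at the 92.0 percentile. In all, 1 of its genes was higher with TNF past the limit, 0 were lower on the array labelled cKO, 0 were in the overlap, and 22 were above 0 with TNF and below 0 on the array labelled cKO.

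The paper reports chondrocyte and cell cycle markers as unchanged in Col2a1-Cre; Rela fl/fl cells (Fig. 3e), a different genotype from these arrays. On the arrays labelled cKO without TNF, Cdkn1c and Acan were lower by log2 differences of -1.09 and -0.61, and Ccnd1 was higher by 0.42, while Col2a1 and Sox9 differed by -0.03 and -0.15. With TNF the differences were -0.69 for Cdkn1c, -0.48 for Acan, 1.03 for Ccnd1, -0.01 for Col2a1 and -0.13 for Sox9. Col10a1, whose immunostaining the paper reports as unaffected in conditional knockout mice, was higher on the arrays labelled cKO by 0.83 without TNF and 0.96 with TNF. The spot of Cdkn1c lies in a patch of the Rela fl/fl array without TNF. The cartilage matrix list had a median of -0.62 between the genotypes without TNF and -0.44 with TNF, below all random lists in both, and the cell cycle list had medians of 0.28 and 0.39, above all of them. With TNF in Rela fl/fl cells the medians were -0.18 for cartilage matrix and -0.04 for the cell cycle.

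The paper reports Adamts5 and Hif2a (Epas1) as lower by immunofluorescence in knee joints of Col2a1-CreERT; Rela fl/fl mice (Fig. 4b), which reads protein. It also measured Adamts5 mRNA in chondrocytes of the genotype of these arrays (Fig. 5b). In chondrocytes given Cre by adenovirus, it reports lower mRNA of both genes (Fig. 8a). On the arrays with TNF, Adamts5 and Epas1 differed by -0.27 and -0.07, and their other probes gave -0.33, 0.15 and 0.47. Without TNF the probes of Adamts5 were higher on the array labelled cKO, by 0.22 and 0.37, and those of Epas1 differed by -0.02, 0.02 and 0.40. Probes of Rel, Tnf and Kdm5d were not well above background on any of the 4 arrays.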
